A study of Homo sapiens with 5 samples.

How the data were processed

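Messenger RNA was measured by sequencing in 5 cultures of HEK293, an established human embryonic kidney cell line. Per the labels, 2 libraries were wild type and 3 carried the T-to-C change of rs11607019, a single-nucleotide variant that the series places in SIRT3. SIRT3 is a NAD-dependent deacetylase of the mitochondrial matrix. Per the labels' protocols, total RNA was taken with TRIzol, a strand-specific mRNA library was made and DNBSEQ single-end reads of 50 bases were produced. The aligner, the counting tool, the genome build, the gene annotation and any filter on genes are not stated in the labels or the file. It is also not stated whether the counting used the strand, or whether the libraries came from separate clones or from repeated cultures of the same clone.

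The deposited table holds raw read counts per gene, as whole numbers with no normalization, for 16677 Ensembl gene identifiers in each library, per the file's values. The lowest count of any gene in any library was 3 and the lowest total of a gene over the 5 libraries was 17. A gene silent in a whole group therefore could not appear among the results. Each column was matched to its library by name, and no column was left unmatched. Of the identifiers, 16627 were named from the gene name table and 46 more from GENCODE release 29. GENCODE release 29, on GRCh38, placed 16565 identifiers, and 112 were absent from it. Because the authors' build is not stated, the positions below are those of GENCODE release 29 and were used only for placing genes.

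Library totals ran from 17122569 to 17596084 counts. Genes with low counts were removed with filterByExpr of edgeR, by group, which kept 16310 genes (97.8%). Library composition was scaled by TMM (trimmed mean of M-values), and levels are given as TMM-normalised CPM, the count scaled to the library's total. The variant libraries were compared with the wild-type libraries with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates, all 5 libraries in a single model and no covariate other than group. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were derived from the same fits. Group levels are given as mean ± SD over libraries. For SIRT3 the share of each library's counts has a 95% Wilson interval, which covers counting error only, because the reads carry no molecular identifiers.

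Before the data were examined, 8 gene lists were written down. They hold the neighbours of SIRT3 on chromosome 11, the protein-coding genes of the mitochondrial genome, the nuclear-encoded subunits of the respiratory chain and ATP synthase, the enzymes of the tricarboxylic acid cycle and fatty acid oxidation, the genes of described SIRT3 deacetylation targets, antioxidant genes, hypoxia-inducible factor targets with glycolytic enzymes, and ATF4 targets. Of the SIRT3 target genes in the table, 14 of 27 are also on another list. The neighbours were examined gene by gene. The other 7 lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. The rule for naming genes was also set then: SIRT3, neighbours past the adjusted threshold, list members past it, and the genes with the largest changes among those past it with groups that did not overlap. Because no gene passed the threshold, every gene named below other than SIRT3 was chosen after its values were seen.

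The tests were checked on simulated counts for 16310 genes, drawn from the means and library sizes of these libraries with 200 genes changed. Each gene was drawn independently, so shifts shared by many genes of a library were not simulated. The shares recovered therefore need not hold for the real libraries. At an adjusted p of 0.05, edgeR recovered 14% of the genes changed 1.5-fold, 64% of those changed 2-fold, 82% of those changed 4-fold and 96% of those changed 8-fold. Of its 140 calls, 12 were false. With no gene changed there were 0 calls, and 4.79% of genes had an unadjusted p under 0.05. Camera gave the list that had been shifted an adjusted p of 9.9e-12. The lowest adjusted p of the other lists, with the SIRT3 target list left out, was 0.281. This check does not cover lists whose genes vary together. In the real libraries the estimated correlation was 0.231 for the respiratory chain list and 0.658 for genes of the mitochondrial genome.

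The alternatives tried were the RLE scaling of DESeq2, upper-quartile scaling, no filter, a minimum of 10 counts in every library, the Wald test of DESeq2 1.42.0, limma-voom, an added minimum absolute log2 fold change of 1, the replicate number as a block, leaving out each library in turn, and for the lists the fry rotation test and camera with estimated correlations. A correction for GC content and transcript length (splines with 5 degrees of freedom, for each library, over 16560 genes with known values) and a test outside chromosomes 9 and 14 were added after seeing the data. Correlations with GC content and medians by chromosome used genes with a mean log2 CPM above 3. The sequence of the variant site, the genotype of each culture and protein levels were not analysed here.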

Results

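Expression was compared between HEK293 cells with the wild-type base and HEK293 cells with the T-to-C change of rs11607019, to ask how the transcriptome differs with a variant in SIRT3. There were 2 wild-type and 3 variant libraries. Total gene counts were 17122569 and 17507951 in wild-type 1 and wild-type 2, and 17596084, 17341040 and 17564935 in variant 1, variant 2 and variant 3. TMM factors lay between 0.983 and 1.01. The 10 most abundant genes took between 4.88% and 6.03% of the counts, and transcripts of the mitochondrial genome took between 4.71% and 6.05%.

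SIRT3 (ENSG00000142082) itself was examined first. GENCODE release 29 places it on the reverse strand of chromosome 11, from 215458 to 236931, near the start of the short arm. Its first bases overlap those of PSMD13, which is read in the other direction, and whether the deposited counts used the strand is not stated. The wild-type libraries held 495 and 514 SIRT3 counts. The variant libraries held 458, 275 and 535. SIRT3 stood at 28.9 CPM in wild-type 1 (95% Wilson interval 26.4 to 31.5) and 29.3 CPM in wild-type 2 (26.9 to 32.0). It stood at 26.5 CPM in variant 1 (24.2 to 29.003), 15.8 CPM in variant 2 (14.03 to 17.8) and 30.2 CPM in variant 3 (27.8 to 32.9). These intervals cover counting error only.

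The group means were 29.1 ± 0.326 CPM for wild type (SD, n = 2) and 24.2 ± 7.49 CPM for the variant (SD, n = 3). The log2 fold change of the variant against wild type was −0.27 (SE 0.26, 95% confidence interval −0.86 to 0.32), with an adjusted p of 0.815 in edgeR's quasi-likelihood test. The difference was smaller than the spread between the variant libraries. That spread came from variant 2, whose SIRT3 level was 0.550 times the mean of the other 4 libraries and whose interval did not overlap theirs. Without variant 2 the log2 fold change was −0.04. Variant 2 was also low at the genes on either side of SIRT3, as described with the neighbours.

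**Figure D1:**
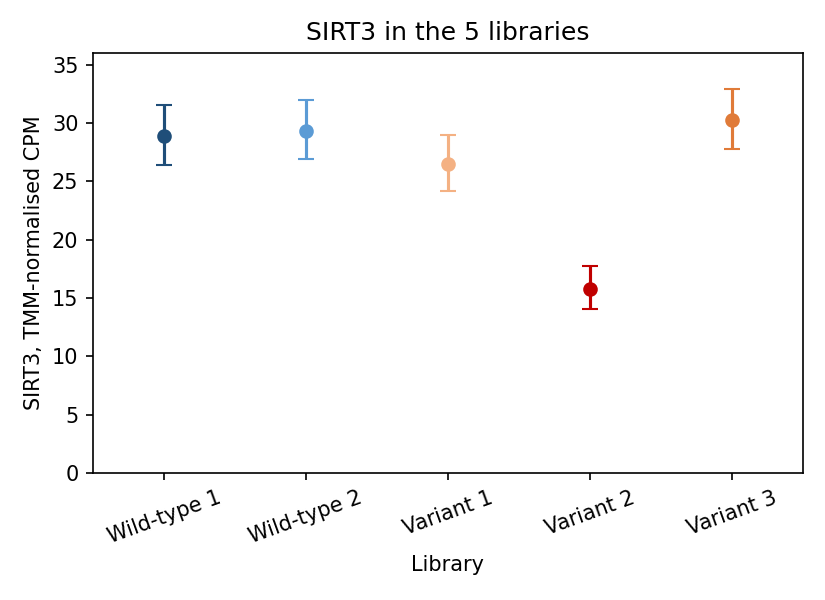
SIRT3 level in TMM-normalised CPM (vertical axis) in each of the 5 libraries (horizontal axis), where points are the libraries and bars are 95% Wilson intervals of counting error. Variant 2 lies at 15.8 CPM and the other 4 libraries lie between 26.5 and 30.2 CPM.

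Across the 16310 tested genes, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 1243 genes (7.62%), where chance alone gives 815.5 (5%). Of these, 670 were higher and 573 lower in the variant, and 243 had an absolute log2 fold change of at least 1. The balance of directions was not stable. There were 519 higher and 559 lower genes after the correction for GC content and transcript length, 460 higher and 564 lower outside chromosomes 9 and 14, and 783 higher and 457 lower without variant 1. The groups did not overlap at 24.8% of the tested genes, where chance gives 20%. The common biological coefficient of variation was 19.8%. Among the alternatives the Wald test of DESeq2 moved the count most, to 32 genes with an adjusted p under 0.05, of which 25 were higher and 7 lower. Of these 32 genes, 11 were on chromosome 9, which holds 4.09% of the tested genes with a known position. Their adjusted p in edgeR's test ran from 0.0999 to 0.616. Leaving out variant 3 gave 4 genes in edgeR's test.

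The 4 genes with the smallest p in edgeR's test are given here, chosen after their values were seen. COL12A1 (ENSG00000111799, chromosome 6, 75084326 to 75206051), a collagen gene, rose from 13.1 ± 4.89 CPM (SD, n = 2) to 61.5 ± 10.4 CPM (SD, n = 3). Its log2 fold change was 2.23 (SE 0.27) with an adjusted p of 0.0999. GABRE (ENSG00000102287, chromosome X, 151953124 to 151974680), which encodes a subunit of the GABA-A receptor, rose from 0.489 ± 0.196 CPM (SD, n = 2) to 11.4 ± 5.77 CPM (SD, n = 3). Its log2 fold change was 4.52 (SE 0.55) with an adjusted p of 0.0999, and its wild-type level rests on 6 and 11 counts.

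APOBEC3G (ENSG00000239713, chromosome 22, 39077005 to 39087743), a cytidine deaminase gene, fell from 8.09 ± 2.57 CPM (SD, n = 2) to 1.64 ± 0.239 CPM (SD, n = 3). Its log2 fold change was −2.30 (SE 0.32) with an adjusted p of 0.209 in edgeR's test. It belongs to a family of similar neighbouring genes, among which short reads can be shared, so its level is uncertain. FLNA (ENSG00000196924, chromosome X, 154348524 to 154374638), which encodes filamin A, rose from 1643 ± 115 CPM (SD, n = 2) to 3084 ± 261 CPM (SD, n = 3). Its log2 fold change was 0.91 (SE 0.14) with an adjusted p of 0.271. In each of the 4 genes all 3 variant libraries lay on the same side of both wild-type libraries. Over the alternatives the adjusted p ran from 3.18e-12 to 0.321 for COL12A1, from 1.59e-12 to 0.343 for GABRE, from 1.41e-05 to 0.813 for APOBEC3G and from 0.000144 to 0.947 for FLNA. The lowest value came from DESeq2 in each case.

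**Figure D2:**
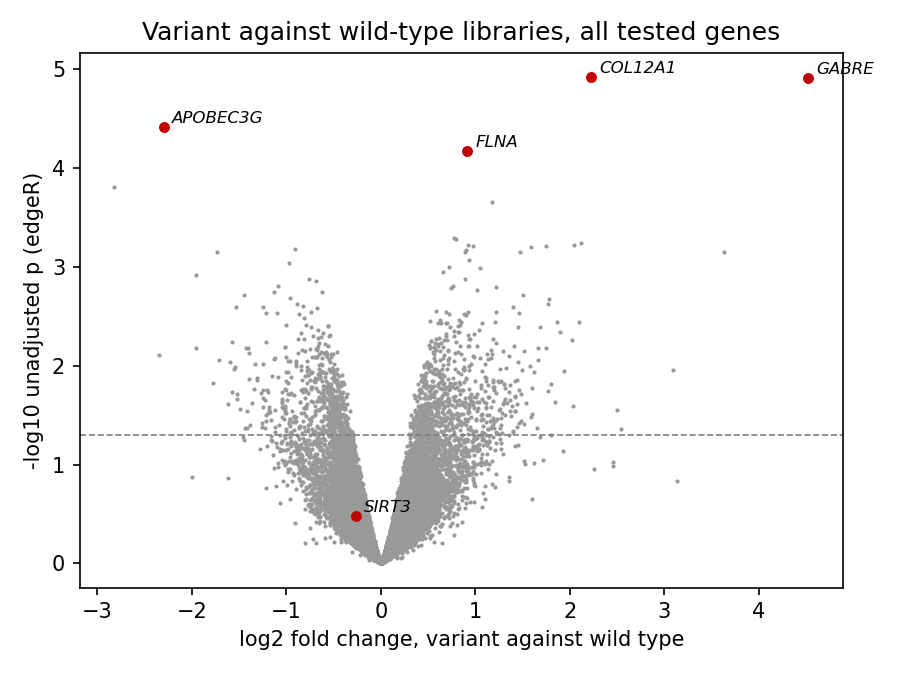
Log2 fold change of the variant against wild type (horizontal axis) and −log10 of the unadjusted p of edgeR's quasi-likelihood test (vertical axis) for the 16310 tested genes, where each point is a gene and the dashed line marks an unadjusted p of 0.05. SIRT3 lies below the line at −0.27, and the 4 genes with the smallest p are named in red.

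The neighbours of SIRT3 were examined because a variant in a gene can bear on the genes beside it. Of the 39 genes on the list, 30 were tested, between positions 167784 and 1012245 of chromosome 11. The count with an adjusted p under 0.05 was 0 over all tested genes and 0 adjusted over the list alone, where the smallest adjusted p was 0.545. At an unadjusted p under 0.05 there was 1 gene, HRAS, with a log2 fold change of 0.38 (SE 0.16) and an adjusted p of 0.643 in edgeR's test. The list had 16 genes higher and 14 lower, with a median log2 fold change of 0.03 and a range from −0.79 for IFITM3 to 1.80 for CDHR5. HRAS, IFITM3 and CDHR5 are named here after their values were seen. The sign of the median was not stable. It moved most, to −0.14, after correction for GC content and transcript length, and was −0.10 without wild-type 1 and −0.08 without variant 3. It was 0.12 without wild-type 2 and also 0.12 without variant 1.

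Variant 2 stood apart at the start of the chromosome. The adjacent genes BET1L (chromosome 11, 167784 to 207428), RIC8A (207511 to 215113), SIRT3 and PSMD13 (236546 to 252984) had log2 ratios of −1.12, −1.01, −0.86 and −1.08 in variant 2 against the mean of the other 4 libraries. Their median ratio was −1.04 in variant 2. In wild-type 1, wild-type 2, variant 1 and variant 3, each set against the other 4 libraries in the same way, it was 0.14, 0.45, 0.04 and 0.41. The next expressed gene, PGGHG, had a log2 ratio of −0.30 in variant 2.

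**Figure D3:**
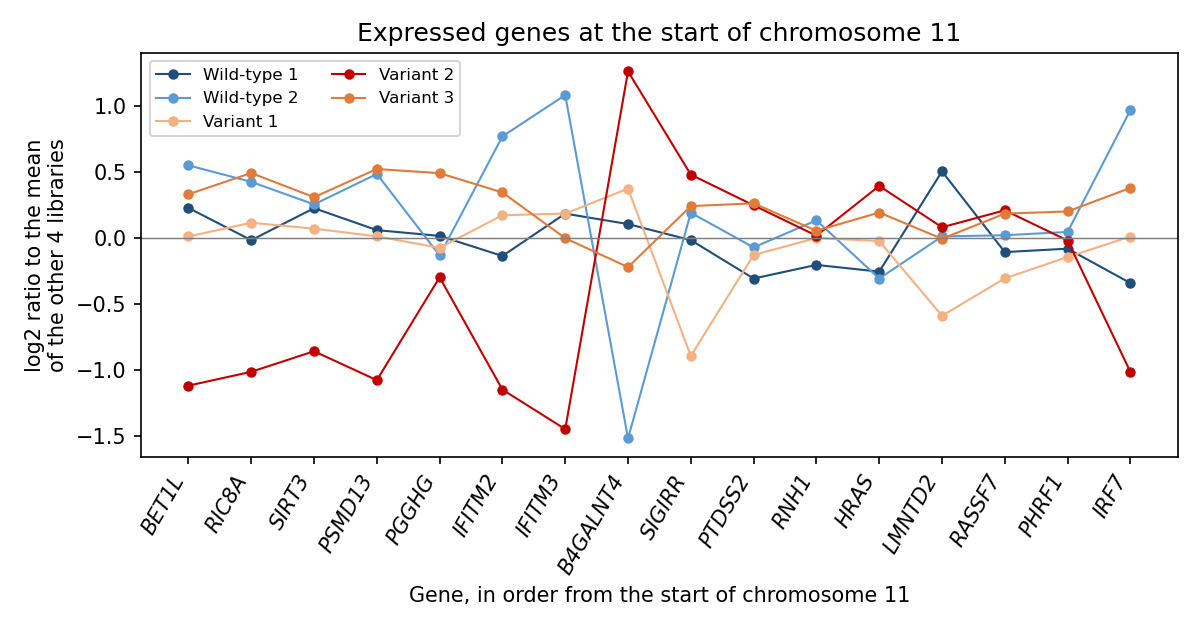
Log2 ratio of each library to the mean of the other 4 libraries (vertical axis) for the expressed genes at the start of chromosome 11, in genome order (horizontal axis), with a line for each library. BET1L, RIC8A, SIRT3 and PSMD13 lie between −1.12 and −0.86 in variant 2, and IFITM2, IFITM3 and IRF7 further along are also low there.

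The gene lists asked whether sets tied to the function of SIRT3 shifted together. The nuclear-encoded subunits of the respiratory chain and ATP synthase were lower in the variant, with a median log2 difference of −0.26 over 75 genes, 66 of them lower, and an adjusted p of 1.14e-08 in camera with its preset correlation. With the correlation estimated from the data, which was 0.231 for this list, the adjusted p was 0.601, and with fry it was 0.329. No other list had an adjusted p under 0.05 in camera with its preset correlation, so no list passed the threshold in all of these tests. Leaving out wild-type 2 moved the median of the respiratory chain list most, to −0.41, and it was −0.17 without wild-type 1. Relative to the mean of the 5 libraries the list median was 0.28 in wild-type 1, 0.08 in wild-type 2, −0.25 in variant 1, −0.08 in variant 2 and 0.00375 in variant 3. The distance between the wild-type libraries was thus larger than the distance between wild-type 2 and variant 3.

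The other lists had smaller median log2 differences. The 13 protein-coding genes of the mitochondrial genome had a median of −0.17 and an adjusted p of 0.0686 in camera. Variant 3, at −0.24 relative to the mean of the libraries, set much of this value, and without variant 3 the median was −0.07. Without wild-type 1 it was −0.10. The correction for GC content and transcript length moved it most, to −0.03. The adjusted p in camera with its preset correlation was 0.0225 without variant 1 and 0.0368 without variant 2, in a range of 0.0225 to 0.982 over the alternatives. The correlation estimated for this list was 0.658, far above the preset. With that estimate and all libraries the adjusted p in camera was 0.684, and with fry it was 0.461. Antioxidant genes had a median of −0.09 over 31 genes with an adjusted p of 0.0686, and enzymes of the tricarboxylic acid cycle and fatty acid oxidation had −0.10 over 35 genes with 0.160. The tricarboxylic acid cycle median was −0.01 without wild-type 2. The antioxidant median was −0.17 without wild-type 1, −0.16 without variant 2 and −0.15 without variant 3, and its adjusted p was 0.0337 without variant 2, in a range of 0.0337 to 0.601 over the alternatives. Described SIRT3 targets had a median of −0.04 over 27 genes with an adjusted p of 0.627, which became 0.03 without wild-type 2 and −0.12 without wild-type 1. It was −0.10 after the correction for GC content and transcript length.

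Hypoxia-inducible factor targets and glycolytic enzymes had a median of −0.04 over 37 genes and an adjusted p of 0.364 in camera. Without wild-type 1 that median was −0.09, and the correction for GC content and transcript length moved it most, to −0.12. ATF4 targets had a median of 0.02 over 34 genes and an adjusted p of 0.776, and the median lay between −0.11, without variant 3, and 0.08, without wild-type 2. It was −0.07 without wild-type 1 and 0.07 without variant 1. No member of these 7 lists had an adjusted p under 0.05 over all genes in edgeR's test. Adjusted over the list alone, 1 gene passed, SLC2A3 among the hypoxia-inducible factor targets, with an adjusted p of 0.0491 there and of 0.616 over all genes in edgeR's test. Its log2 fold change was −0.77 (SE 0.17), with 59.1 and 71.9 CPM in the wild-type libraries and 38.1, 35.5 and 41.9 CPM in the variant libraries. In DESeq2's Wald test SLC2A3 had an adjusted p of 0.0474 over all genes, and over the alternatives its adjusted p ran from 0.0474 to 0.947.

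**Figure D4:**
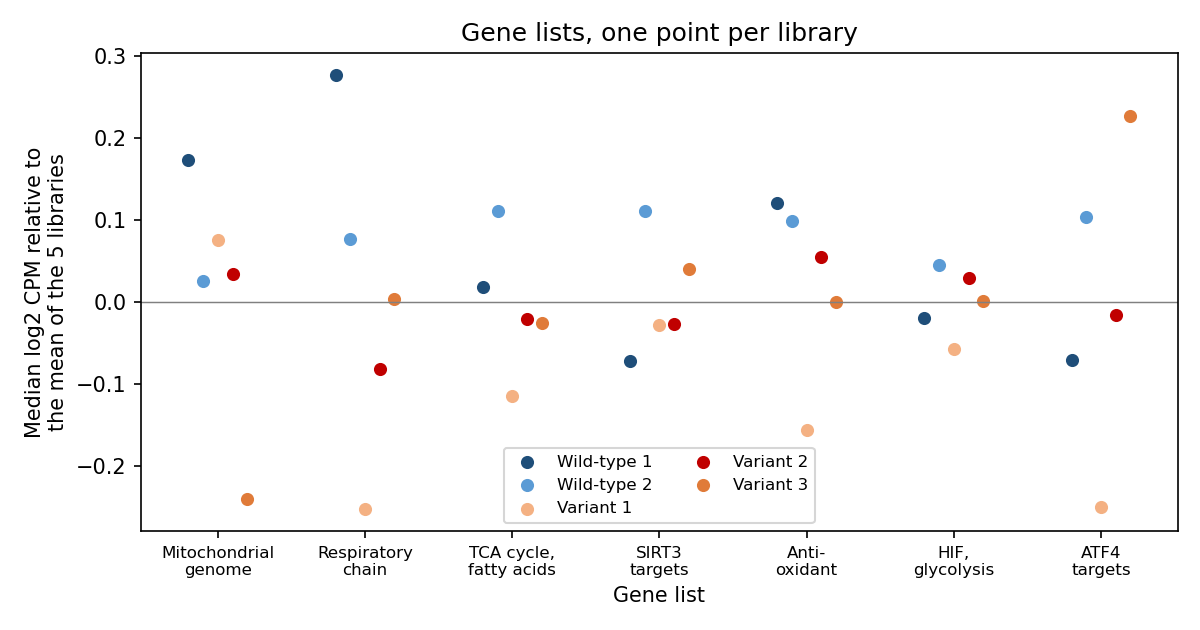
Median log2 CPM of each gene list relative to the mean of the 5 libraries (vertical axis) for 7 gene lists (horizontal axis), with a point for each library. For the respiratory chain list wild-type 1 lies at 0.28 and variant 1 at −0.25, with the other 3 libraries between them.

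The similarity of libraries was compared within and between groups. Spearman correlations of log2 CPM over the tested genes ran from 0.978, between wild-type 1 and variant 3, to 0.989, between wild-type 2 and variant 3. The wild-type libraries had 0.985 with each other. The variant libraries had 0.985 for variant 1 with variant 2, 0.980 for variant 1 with variant 3 and 0.985 for variant 2 with variant 3. The other pairs of libraries from different groups had correlations of 0.980, 0.982, 0.980 and 0.983. The closest pair thus joined libraries of different groups, while 3 of the 4 pairs within a group were closer than each other pair between groups. The first principal component held 31.8% of the variance and the next held 31.1%. On the first component wild-type 1 and wild-type 2 lay at −32.5 and −17.4. Variant 1, variant 2 and variant 3 lay at 30.7, 21.2 and −2.04, so the groups did not overlap there. They did overlap on the next component. Chi-square statistics per degree of freedom between pairs ran from 16.98 to 38.1, where sampling noise alone gives about 1, so no pair of libraries was a repeated deposit. After the correction for GC content and transcript length the lowest of the 10 correlations was 0.982, between wild-type 1 and variant 1, and wild-type 1 with variant 3 had 0.984.

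The libraries also differed in how expression varied with the GC content and transcript length of genes. Across 10922 genes, which are not independent replicates, the Spearman correlation of GC content with the deviation of a library from the 5-library mean was −0.527 in wild-type 1, 0.0672 in wild-type 2, −0.122 in variant 1, 0.241 in variant 2 and 0.466 in variant 3. With the log2 fold change between the groups it was 0.401. For transcript length the correlation was 0.0339 in wild-type 1, −0.277 in wild-type 2, 0.363 in variant 1, 0.115 in variant 2 and −0.284 in variant 3, and 0.150 with the log2 fold change. No batch is given in the labels, so no value within batches could be computed.

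Medians over whole chromosomes also differed between libraries. The median log2 fold change of a chromosome ran from −0.14 on chromosome 2 to 0.36 on chromosome 9. On chromosome 9 the median deviation from the 5-library mean was −0.21 in wild-type 1, −0.19 in wild-type 2, −0.06 in variant 1, 0.28 in variant 2 and 0.22 in variant 3. Chromosome 14 had a median log2 fold change of 0.31, with deviations of −0.17, −0.17, 0.30, 0.28 and −0.25 in the same order, and the median was 0.48 without variant 3. In the fry rotation test 0 of 23 chromosomes had an adjusted p under 0.05, with 3 at an unadjusted p under 0.05, chromosomes 5, 7 and 10. The smallest adjusted p was 0.0786, for chromosome 7, and it was 0.297 for chromosome 9 and 0.545 for chromosome 14. The library medians of the groups did not overlap at 10 of the 23 chromosomes, where chance gives 4.6. After the correction for GC content and transcript length they did not overlap at 17. Of the tested genes on chromosome 9, 135 of 662 (20.4%) had an unadjusted p under 0.05 in edgeR's test. On chromosome 14 there were 84 of 541 (15.53%), and outside both chromosomes the share was 6.78%. That pooled share was not even across chromosomes. Among genes with a mean log2 CPM above 3, chromosome 6 had 87 of 595 (14.6%), near the 58 of 370 (15.7%) of chromosome 14. The group medians did not overlap on chromosome 6 and did overlap on chromosome 14.

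**Figure D5:**
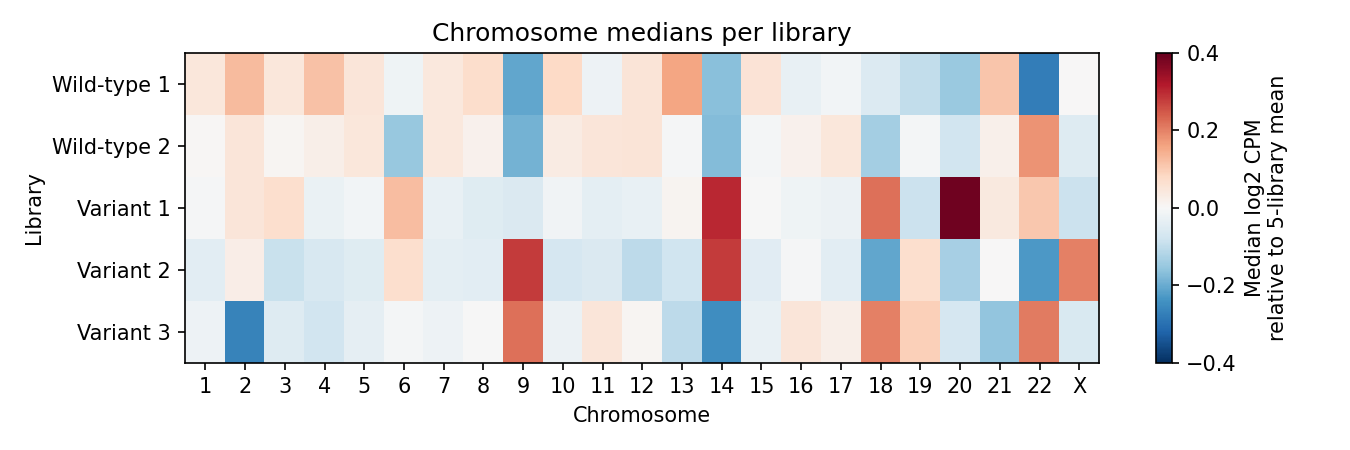
Median log2 CPM of the genes of each chromosome (columns) relative to the mean of the 5 libraries, by library (rows), with red above and blue below that mean. Chromosome 9 is at 0.28 in variant 2 and 0.22 in variant 3, chromosome 14 is at 0.30 in variant 1 and 0.28 in variant 2, and chromosome 20 is at 0.39 in variant 1 alone.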

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

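The correction for GC content and transcript length and the test outside chromosomes 9 and 14 were chosen after seeing the data. The other alternatives were set before the data were examined. Of 164 values of the main results under the alternatives, 143 kept their direction and their side of the threshold or stayed within their spread. Counts of genes were taken as kept where they stayed near the main count, as with 1618 against 1243. Some values could not change, because the alternative reused the main fit or the same medians. The share kept is therefore not a measure of robustness. SIRT3 was lower in the variant in each alternative run and passed no threshold in any. Its log2 fold change ran from −0.50 to −0.04 and its adjusted p from 0.560 to 0.995. The value of −0.04 came from the fit without variant 2, and −0.37 from the correction for GC content and length.

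DESeq2's Wald test gave 32 genes with an adjusted p under 0.05, 25 higher and 7 lower, where edgeR's test gave 0. At an unadjusted p under 0.05 edgeR's test had 1243 genes. All 32 had groups that did not overlap, and DESeq2 gave no adjusted p for 1265 genes. Limma-voom also gave 0 genes. For COL12A1, GABRE, APOBEC3G and FLNA the SE were 0.274, 0.548, 0.387 and 0.165 in DESeq2. In edgeR they were 0.269, 0.547, 0.319 and 0.135. Smaller SE in DESeq2 thus do not account for the lower adjusted p of these genes. The cause was not tested further. In the fits that each left out 1 variant library, the number of genes at an adjusted p under 0.05 ran from 0 to 4, with 0 to 3 higher and 0 to 1 lower. At an unadjusted p under 0.05 it ran from 765, without variant 2, to 1618, without variant 3. The 4 genes, all without variant 3, were GABRE (log2 fold change 4.79), COL12A1 (2.34), SERF1B (3.61) and HSPA1A (−3.11). SERF1B and HSPA1A have near-identical copies with which short reads can be shared. Fits that left 1 wild-type library gave values only. The filter of at least 10 counts in every library removed GABRE and gave it no value.

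The respiratory chain list kept its median of −0.255 but lost its call with fry (adjusted p 0.329) and with camera's estimated correlation (adjusted p 0.601). Leaving out libraries moved its median from −0.407 (without wild-type 2) to −0.169 (without wild-type 1). The same fits gave −0.224 to −0.0746 for genes of the mitochondrial genome, −0.129 to −0.0141 for the tricarboxylic acid cycle and fatty acid oxidation, −0.119 to 0.0300 for SIRT3 targets, −0.175 to −0.0631 for antioxidant genes, −0.0941 to −0.0314 for hypoxia-inducible factor targets and −0.115 to 0.0764 for ATF4 targets. With its preset correlation, camera's adjusted p for the genes of the mitochondrial genome fell to 0.0225 without variant 1 and 0.0368 without variant 2. Its range was 0.0225 to 0.982 over the alternatives. The correlation estimated for that list was 0.658, and camera with that estimate gave an adjusted p of 0.684. For antioxidant genes the adjusted p with the preset correlation was 0.0337 without variant 2, in a range of 0.0337 to 0.601. The ATF4 median, 0.02, became −0.0416 after the correction for GC content and length and −0.0111 outside chromosomes 9 and 14. That correction also brought the median for genes of the mitochondrial genome to −0.0285, for SIRT3 targets to −0.100 and for hypoxia-inducible factor targets to −0.116, and gave 0.982 as the lowest Spearman correlation, for another pair than the 0.978 without it. The cause of these changes was not tested. Among single genes and other values, 13 of 120 changed: 7 were stronger and 6 moved.

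With the replicate number as a replicate block, SIRT3 had a log2 fold change of −0.50, 0 genes had an adjusted p under 0.05, 1557 had an unadjusted p under 0.05 and the ATF4 median was −0.114. Variant 3 is the only library with number 3, so it adds nothing to the group difference in this fit. The list medians were thus nearly those without variant 3, with −0.115 there for ATF4 targets and −0.311 in both fits for the respiratory chain. The block is therefore not a separate check from leaving out variant 3. Deviations of libraries with the same number from their group means correlated weakly across genes, at 0.120 for number 1 and −0.113 for number 2. With 2 wild-type libraries their deviations are mirror images, so these values are not independent. They give no sign of pairing but cannot exclude it.

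Some levels rest on few counts: GABRE had 6 and 11 counts in the wild-type libraries. It still had an adjusted p of 0.0999 in edgeR's test, tied for the smallest. Whether depth limited detection at low genes was not tested. In simulated libraries of this number and depth the same test recovered 14% of genes changed 1.5-fold, so changes of that size at single genes were mostly not detectable here. The simulated genes were independent, so the shares recovered at larger changes need not hold here. COL12A1, with a log2 fold change of 2.23, had an adjusted p of 0.0999 in edgeR's test.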

Other observations

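All tests in this part were chosen after the results they bear on had been seen, so each explanation below is a hypothesis.

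BET1L, RIC8A, SIRT3 and PSMD13 fell together in variant 2, over a span of 85.2 kb at the start of chromosome 11. Their median log2 ratio to the other 4 libraries, −1.04, is 48.5% on the linear scale. The SD of the 4 log2 ratios was 0.114, and 14.5% of 10000 random sets of 4 genes had a smaller one, so the closeness of the 4 ratios to each other is not unusual. Of 54150 runs of 4 neighbouring genes over the 5 libraries, 1 had all 4 genes as low, and it was this run, which argues against an accident of neighbouring genes. The run was picked for SIRT3, and 3 of the runs in each library hold SIRT3. After the correction for GC content and transcript length the median in variant 2 was −1.11, which argues against such a trend. Variant 1 and variant 3 differed from wild type by a median of −0.0219 over these genes, which argues against the genotype that the 3 variant libraries share.

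The next 26 expressed genes, with the interferon-induced IFITM2, IFITM3 and IRF7 left out, had a median log2 ratio of 0.0231 in variant 2. With those genes kept, the median over 29 genes was 0.0170. The lowering thus did not extend to most genes beyond PSMD13. A candidate explanation is the loss of a copy of a segment that holds SIRT3 in the cells behind variant 2. PGGHG, the next expressed gene, was at −0.30, above both PSMD13 and the IFITM genes that follow it, so the end of the lowered stretch is not sharply placed. IFITM2 (−1.15), IFITM3 (−1.45) and IRF7 (−1.01) were also low in variant 2, but IRF7 lies beyond genes that were not low, so their lowering need not come from the same segment. The RNA data cannot show a DNA loss. Whether such a loss, if present, arose during editing or before was not tested, and neither was reduced transcription of the whole interval.

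Whole chromosomes or large parts of them shifted in single libraries. The SD of the medians of 273 windows of 40 neighbouring genes was 2.63 to 3.52 times that of shuffled genes across the 5 libraries, with a permutation p of 0.001, the smallest that 1000 shuffles can give. After the correction for GC content and transcript length the lowest of these ratios was 2.57, which argues against GC content or length as the whole cause. Chromosome 9 did not shift as a unit in variant 1 and variant 3. Its arms were divided at the widest gap between expressed genes (38624990 to 68780034). In variant 1 the short arm, with 108 genes, lay at 0.32 and the long arm, with 329 genes, at −0.16, a gap of 0.481. In variant 3 the short arm lay at −0.21 and the long arm at 0.30, and in variant 2 both were high, at 0.26 and 0.29. Both arms were low in both wild-type libraries, between −0.21 and −0.16. In variant 1 the step lay inside the long arm, not at its start. The window from 74981020 to 92764812 was at 0.13 there and the next, from 93096218 to 101398614, at −0.31. In variant 3 the same windows were at 0.11 and 0.22, and the window before them, from 35681992 to 74952886, was at −0.13. Different copy numbers of chromosomes or of large parts of them in the cells behind the libraries may account for this. HEK293 has an unstable karyotype, and DNA was not analysed here.

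Chromosome 9 as a whole was higher in the variant, with a median log2 fold change of 0.301 after the correction for GC content and transcript length, which argues against that trend as the whole cause. A genotype effect that raises the whole chromosome is also argued against, because the short arm of variant 3 differed from the wild-type mean by −0.0293 and the long arm of variant 1 by 0.0466. With 2 against 3 libraries, copy number differences between cultures that fall by accident with the groups could enter lists of changed genes: 11 of the 32 DESeq2 calls (34.4%) were on chromosome 9. A link between these shifts and the variant itself stays open and was not tested.

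The number of genes at an unadjusted p under 0.05 was not special to the real grouping. Of the 10 splits of the 5 libraries into 2 and 3, 3 gave as many genes, the real split included. Setting wild-type 2 and variant 3 against the rest gave 1465 genes, and variant 1 and variant 2 against the rest gave 1514, where the real split gave 1243. At an adjusted p under 0.05 the real split gave 0 genes and 2 other splits gave 1 gene each. With 10 splits no share under 0.05 can be reached.

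For the respiratory chain list, 1 of the 10 splits, the real one, gave a camera p as small as 1.63e-09, but 5 of the 9 other splits also had a p under 0.05, down to 3.07e-08 for variant 1 and variant 2 against the rest. The camera p with its preset correlation is thus small for most groupings of these libraries. After the correction for GC content and transcript length the list median was −0.232, which argues against a trend in these annotated values as the whole cause. Random lists matched on expression, transcript length and GC content had a median of −0.0884, and 0 of 10000 were as low as −0.26. This argues against a shift of all genes alike in these annotated values. Because the longest annotated transcript need not be the expressed one, neither test can exclude a shift of short messenger RNAs. Cytosolic ribosomal protein genes, a set of 81 genes with no tie to SIRT3, also had a median of −0.14, with 74.1% lower. An effect of the variant and a difference in culture state between libraries both stay open for the rest, and whether they can be told apart was not tested.

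Wild-type 2 and variant 3, from different groups, were the closest pair of libraries. After the correction for GC content and transcript length they were still the closest of the 10 pairs, with a Spearman correlation of 0.990 (0.9896), which argues against a shared GC or length trend as the whole cause. A mislabelled library was not tested, because the table holds no genotype. XIST, the transcript of the inactive X chromosome, stood at 5373 and 1718 CPM in the wild-type libraries and at 6226, 4180 and 2173 CPM in the variant libraries, and no explanation was tested for it.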
